A study of Mus musculus with 12 samples. Its data were reported in "Dietary Selenium Levels Affect Selenoprotein Expression and Support the Interferon-γ and IL-6 Immune Response Pathways in Mice" (2015).

How the data were processed

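Total RNA from liver and lung of male FVB/N mice fed selenium-deficient diets with 0 or 0.1 ppm selenium added (0 Se and 0.1 Se) for 6 weeks had been hybridized to Affymetrix mouse genome arrays after 3′ IVT biotin labelling. The 12 arrays formed 4 groups (2 diets in each of 2 tissues) of 3, and per the labels the 3 arrays of a group were biological replicates. Each array was placed in its group by its diet and tissue labels, and 0 columns were left without a sample. The number of arrays limits the precision: an exact test of 3 against 3 arrays cannot give a two-sided p under 0.1.

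The authors computed signals with the MAS5 algorithm, scaled each array separately and left out absent calls. The submitters' processing notes name R 2.15.2 and affy 1.36.0. The deposited table holds log2 values of these signals for 29467 probe sets, from 6.64 (a signal of 100) to 16.4. It has 112136 blank cells, and 2070 probe sets are blank on every array. A blank can stand for an absent call or for a signal under 100, and the table does not tell these apart. In liver, 14759 probe sets had values on the 6 arrays, 6331 on 1 to 5 arrays and 8319 on none. In lung these numbers were 20062, 5069 and 4278. Among the probe sets with 1 to 5 values, the listed values were under 8 in 81.8% in liver and 91.8% in lung, so blanks lay mostly next to low signals. The values were used as deposited, with no further scaling. Listed probe sets per array numbered 17235 to 17923 in liver and 22197 to 22718 in lung.

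The 58 control probe sets were left out. Gene names came from the annotation of the array's probes and a table of RefSeq genes. Of 25174 annotated probe sets, 24514 stood for a single gene (24444 or 99.7% of them matched through the Entrez number) and 660 for several genes, while 4293 probe sets had no annotation. Gene lists and named genes used only probe sets of a single gene. Probe sets ending in _x_at or _s_at can bind related transcripts, so their gene names are less certain.

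A probe set was tested in a tissue when it had at least 2 values in each diet, and blanks stayed missing. The plan had been to leave out probe sets whose mean signal lay at or below the median unless the data held detection calls. The blanks were taken as those calls, and the counts under the planned filter are given beside the results. Within each tissue, 0.1 Se was compared with 0 Se by limma 3.58.1 in R 4.3.3, with version 1.17.8 of the data.table package, using lmFit and eBayes with a trend, and p-values were adjusted by the Benjamini-Hochberg procedure at a threshold of 0.05. Whether the response to diet differed between tissues was tested as an interaction over the 12 arrays. The methods' t-test was run on the same values with its unadjusted threshold of 0.05 and a 1.5-fold change. Log2 fold changes are given as 0.1 Se minus 0 Se with the SE, and group means with the SD.

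Gene sets were tested by limma's camera with a preset correlation between genes of 0.01, on 53 lists written before the data were examined. The lists covered selenoproteins, interferon and acute phase genes, metabolic pathways, markers of cell types of liver, lung and neighbouring tissues, and genes that the study had named. Each gene stood with its probe set of the highest mean signal, blanks took the lowest value of the table, and a list needed 5 genes. Each p was also computed with an estimated correlation and by fry, a rotation test. Members that rose or fell were counted after adjusting limma's p over the list alone and over all probe sets.

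The genes named in the text followed a rule also set before the data were examined, as were the tests and the alternatives except where stated. It took the selenium-responsive and housekeeping selenoproteins, and up to 12 rising and 8 falling genes with the largest changes among those past adjusted p 0.05 whose arrays did not overlap between diets. Where fewer than 10 genes passed, the places left up to 10 went to the largest changes at an unadjusted p under 0.01, described by value only. Up to 4 members of a list (smallest p) and 6 genes of the interaction were named too. For a gene with several probe sets, the rule took the passing probe set with the largest change, while lists took the one with the highest signal. A named gene can therefore differ from its value as a list member (Cyp2b10, Gbp2, Gbp7, Saa1, Lpin1 and H2-K1).

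Alternatives covered the filter, quantile normalization, median centring, log2 of the signal plus 32, the eBayes settings, array weights, the replicate number as a block, a single fit of the 12 arrays, other probe sets, and leaving out each array in turn. In simulated data with known changes, 2-fold changes were recovered for 62.7% of changed probe sets in liver, 62.7% in lung and 55.2% in the interaction. For 1.5-fold changes these shares were 23.9%, 31.3% and 7.46%. These runs gave 12, 7 and 18 calls of unchanged probe sets. Correct calls at 1.5-, 2- and 4-fold numbered 16, 42 and 57 in liver and 21, 42 and 62 in lung. In the interaction they numbered 5, 37 and 57. Of 5 lists raised by 0.5 on the log2 scale, 5 were called in liver and 4 in lung, where the heart muscle list was missed. Of the unchanged lists, 0 of 22 in liver and 1 of 34 in lung were called. Splits of the real arrays other than by diet called 2 to 17 lists in liver and 8 to 18 in lung. The simulated counts therefore do not show how often unchanged lists would be called on the real arrays.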

Results

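Selenium changed few single genes past adjustment in liver, and the only named gene among them was a selenoprotein. Selenow (Sepw1 in the study), a small selenoprotein with a thioredoxin-like fold, rose 3.46-fold in 0.1 Se liver, from a log2 signal of 8.75 ± 0.31 (SD) to 10.54 ± 0.25 (n = 3 per diet). Its log2 fold change was 1.79 ± 0.19 (SE, limma adjusted p = 0.0171). This value rests on a single probe set, which ends in _x_at, so its gene name is less certain. Selenoh, a nucleolar selenoprotein, differed by 1.11 ± 0.16 between the diets (adjusted p = 0.159), Selenok of the endoplasmic reticulum by 0.82 ± 0.13 (adjusted p = 0.176) and Gpx1, the cytosolic glutathione peroxidase, by 0.56 ± 0.11 (adjusted p = 0.377). For Selenop, the selenium transport protein of plasma, the value was 0.19 ± 0.10 (adjusted p = 0.771), and from 0.052 to 0.26 over the alternatives. For the mitochondrial thioredoxin reductase Txnrd2 it was -0.04 ± 0.24 (adjusted p = 0.984). Another probe set of Txnrd2, listed in 0.1 Se liver alone (mean 9.12), could not be compared. The selenoproteins described by the study as more resistant to changes of dietary selenium gave -0.10 ± 0.08 for Gpx4 (adjusted p = 0.869), 0.37 ± 0.12 for Txnrd1 (adjusted p = 0.616) and -0.26 ± 0.10 for Sephs2 (adjusted p = 0.664). Other probe sets gave -0.11 for Gpx4 and -0.29 and -0.10 for Sephs2.

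Of 16575 probe sets tested in liver (8991 genes), 2 passed the test and both were higher in 0.1 Se liver. The second has no gene name in the annotation and rose by 2.11 ± 0.21, or 4.33-fold (n = 2 in 0 Se and 3 in 0.1 Se, limma adjusted p = 0.0171). At an unadjusted p under 0.05 there were 1102 probe sets (6.65%), 487 higher and 615 lower in 0.1 Se. Diets did not overlap for 1801 probe sets, or 12.2% of those with a value on each of the 6 arrays, where chance gives 10%. The methods' t-test with a 1.5-fold change took 136 probe sets, 83 higher and 53 lower, and 0 after adjustment (smallest adjusted p = 0.602, 985 at unadjusted p under 0.05). The planned filter on mean signal gave 9 probe sets by limma in place of 2, and no filter or a weaker filter gave 8, with neither of the 2 among them (adjusted p = 0.114 for Selenow and 0.121 for the unnamed probe set). The call of Selenow ended without any 1 of the 3 0 Se arrays or without 0.1 Se liver replicate 2, and its value then lay from 1.61 to 1.90, with adjusted p from 0.00283 to 0.259 over the alternatives. That of the unnamed probe set ended without 0.1 Se liver replicate 3 (2.03). Without 0 Se liver replicate 1 or 3 it had too few values for the test. Its call also ended with no trend (adjusted p = 0.134), with the replicate number as a block (adjusted p = 0.259) and with blanks at the lowest value (adjusted p = 0.0695). The count was 0 without 0 Se liver replicate 1 or 3, 1 without 0 Se liver replicate 2 and 9 without 0.1 Se liver replicate 1.

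The other genes with the largest differences in liver did not pass the test and are given by value. Among them were the acute phase genes Lcn2 (1.80 ± 0.45, limma adjusted p = 0.492), Saa2 (1.53 ± 0.47, adjusted p = 0.607) and Saa1 (2.56-fold, adjusted p = 0.441). The glucocorticoid-inducible transcription factor Zbtb16 differed by 1.67 ± 0.34 (adjusted p = 0.416) and by 0.88 ± 0.21 on another probe set (a further one was listed in 0.1 Se liver alone, mean 9.46), Cyp2b10, a drug-inducible cytochrome P450, by 1.38 ± 0.23 (adjusted p = 0.196) and Lpin1, a phosphatidate phosphatase of lipid synthesis, by 1.08 ± 0.24 (adjusted p = 0.441). The interferon-inducible GTPase genes Gbp8 and Igtp differed by 1.21 ± 0.35 (adjusted p = 0.587) and 1.11 ± 0.16 (adjusted p = 0.159). Without 0.1 Se liver replicate 2 the log2 values were 1.19 for Lcn2, 0.81 for Saa2 and 0.90 for Saa1, and without 0 Se liver replicate 2 that of Gbp8 was 0.78. Igtp (1.31) and Selenoh passed without 0.1 Se liver replicate 1. With the 12 arrays in one fit Selenoh (adjusted p = 0.0114), Selenok (adjusted p = 0.0251) and Cyp2b10 (adjusted p = 0.0251) passed. The unnamed probe set lost its call in that fit (2.11, limma adjusted p = 0.187).

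**Figure D1:**
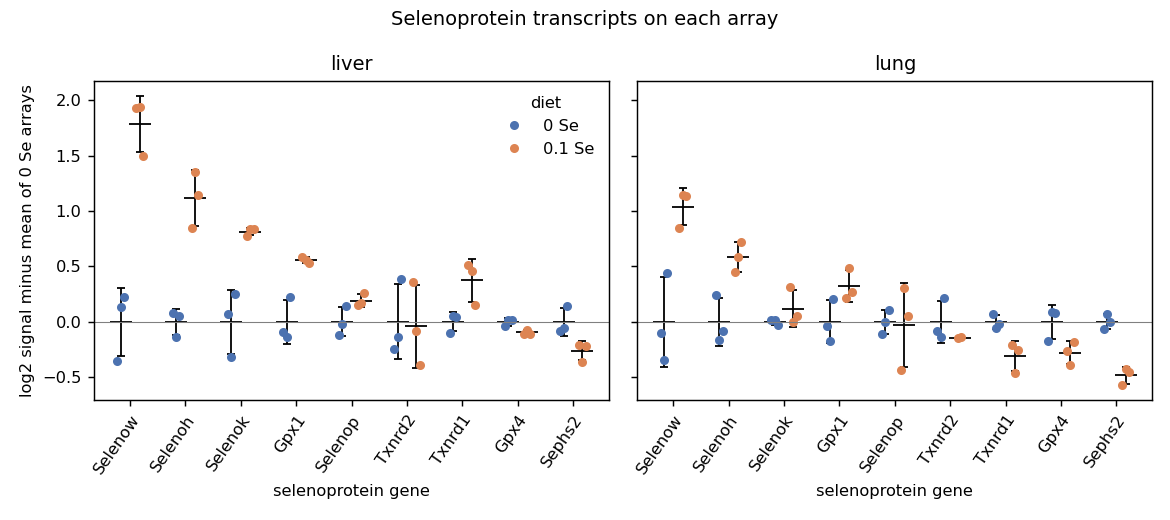
Selenoprotein mRNA in 0 Se and 0.1 Se liver and lung. Each point is an array, relative to the gene's mean in 0 Se of that tissue (log2). Dashes are group means and bars the SD.

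Grouped, the selenoprotein genes of liver were higher in 0.1 Se. Over 17 measured selenoproteins the median log2 fold change was 0.23 (camera adjusted p = 1.67e-07, adjusted p = 0.123 with an estimated correlation), and adjusted over the list alone 7 rose, 1 fell and 9 did not pass, against 1 over all genes. For the 6 selenium-responsive selenoproteins the median was 0.69 (camera adjusted p = 2.1e-10, adjusted p = 0.122 with an estimated correlation), with 4 rising over the list alone, namely Selenow, Selenoh, Selenok and Gpx1. That list was taken from the study's account of the same experiment, so its direction is not independent evidence. In 8 genes of selenocysteine synthesis and selenium uptake the median was -0.07 and the list did not pass (camera adjusted p = 0.326).

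Interferon and immune genes were also higher in 0.1 Se liver as groups. Interferon-γ-inducible GTPases, which act in the defence of cells against intracellular pathogens, had a median of 0.65 over 11 genes (camera adjusted p = 3.51e-11, adjusted p = 0.184 with an estimated correlation). Adjusted over the list alone 6 of them rose, among them Igtp (1.11 ± 0.16), Gbp7 (0.71 ± 0.16), Gbp8 (1.21 ± 0.35) and Ifi47 (0.59 ± 0.22), and 0 over all genes. Several of its members had been named by the study from these arrays, so the list is not independent of them. Other interferon-γ targets had a median of 0.44 over 20 genes (camera adjusted p = 5.18e-10, adjusted p = 0.184 with an estimated correlation), with 4 rising over the list alone and 0 over all genes. These were the immunoproteasome genes Psmb9 (0.81 ± 0.16), Psmb8 (0.67 ± 0.15) and Psmb10 (0.56 ± 0.13) and the chemokine gene Cxcl9 (1.06 ± 0.23). Without 0.1 Se liver replicate 2 the median of that list was 0.28. MHC class I genes, which present peptides to T cells, had a median of 0.24 over 8 genes (camera adjusted p = 2.83e-06, adjusted p = 0.122 with an estimated correlation), and H2-M3 (0.58 ± 0.15), Calr (0.27 ± 0.08), H2-D1 (0.26 ± 0.10) and H2-K1 (0.24 ± 0.09) rose over the list alone, against 0 over all genes.

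Acute phase genes of the interleukin-6 response had a median of 0.23 over 31 genes in liver, and 29 of the 31 lay above 0 (camera adjusted p = 3.51e-11, adjusted p = 0.184 with an estimated correlation). Adjusted over the list alone 6 rose, among them Saa1 (1.31 ± 0.26), Lcn2 (1.80 ± 0.45), Steap4 (0.59 ± 0.15) and Saa3 (0.63 ± 0.18), and 0 over all genes. Macrophage and Kupffer cell markers moved with them, with a median of 0.34 over 19 genes (camera adjusted p = 3.51e-11, adjusted p = 0.184 with an estimated correlation). The scavenger receptor Marco (0.90 ± 0.20), the Fc receptor Fcgr4 (0.84 ± 0.19), the Kupffer cell lectin Clec4f (0.39 ± 0.10) and the complement gene C1qc (0.61 ± 0.15) were among the 5 that rose over the list alone, against 0 over all genes. With the 3 genes left out that the study had named, 16 markers had a median of 0.32. For the GTPases, the other interferon-γ targets, the acute phase genes and the macrophage markers the array means did not overlap between the diets (exact p = 0.1 each, the smallest possible).

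In all, 19 of 32 lists passed in liver, 17 higher and 2 lower in 0.1 Se. With an estimated correlation 2 passed, and both were lists the study had chosen on these arrays. Its rising liver genes had a median of 0.91 over 17 genes (adjusted p = 0.0386 with an estimated correlation), and 16 of them rose over the list alone and 1 over all genes. Its falling liver genes had a median of -0.56 over 16 genes (adjusted p = 0.0429 with an estimated correlation), and 11 of them fell over the list alone and 0 over all genes. Since the study picked these genes on these arrays, the lists are not independent evidence of direction. By fry 5 lists passed in liver. They were these 2 and the selenoproteins, the selenium-responsive selenoproteins and MHC class I (fry adjusted p = 0.0227 for each of the last named).

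In lung, several single genes induced by interferon-γ passed limma's test and were higher in 0.1 Se. As a list, the interferon-γ-inducible GTPases did not pass camera with an estimated correlation (adjusted p = 0.137). The immunity-related GTPase genes Igtp (1.73 ± 0.21, 3.31-fold, n = 3 per diet, limma adjusted p = 0.0259), Iigp1 (1.72 ± 0.17, 3.29-fold, adjusted p = 0.0103), Irgm2 (1.68 ± 0.20, 3.20-fold, adjusted p = 0.0259), Irgm1 (1.34 ± 0.20, adjusted p = 0.0471) and Ifi47 (1.31 ± 0.19, adjusted p = 0.0471) rose. So did the guanylate-binding protein genes Gbp7 (1.48 ± 0.21, adjusted p = 0.0443, but 1.29 with adjusted p = 0.0642 on its other probe set) and Gbp2 (1.17 ± 0.15, adjusted p = 0.0259). Cd274, which encodes the immune checkpoint ligand PD-L1, rose by 1.32 ± 0.16 (adjusted p = 0.0259). H2-K1, an MHC class I heavy chain, rose by 0.86 ± 0.12 on 1 probe set (adjusted p = 0.0443), while its 3 other probe sets gave 0.77, 0.21 and 0.16. All of these H2-K1 probe sets end in _x_at. Fam216b fell by 1.18 ± 0.17 (adjusted p = 0.0443), Ptgs2, the inducible cyclooxygenase, fell by 0.82 ± 0.12 (adjusted p = 0.0443), and Phlda1 fell by 0.66 ± 0.09 (adjusted p = 0.0340).

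**Figure D2:**
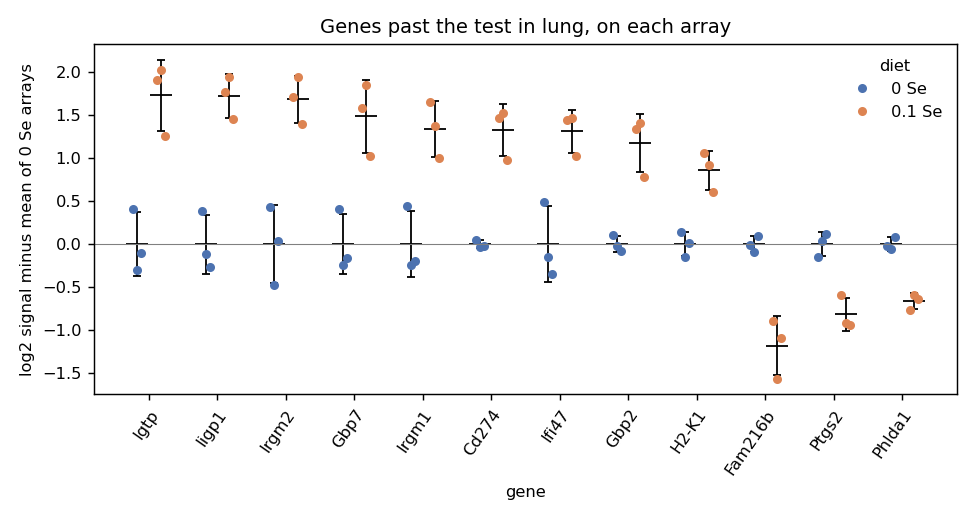
The 12 genes past the test in lung that have a single gene name in the annotation. Each point is an array, relative to the gene's mean in 0 Se (log2). Dashes are group means and bars the SD.

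Of 21655 probe sets tested in lung (10913 genes), 20 passed, 16 higher and 4 lower in 0.1 Se. The genes above account for 14 of them, and 6 have no single gene name in the annotation. Of these 6, 5 rose, by 0.72 to 1.80, and 1 fell 2.56-fold. The largest of these rises were 3.49-fold and 3.41-fold. By size of change, these rises and the fall match Tgtp1, Serpina3g and Areg in the study's lung list, in that order. The match rests on the size of the change alone. The study describes Tgtp1 as regulated by interferon-γ. At an unadjusted p under 0.05 there were 1661 probe sets (7.67%), 768 higher and 893 lower. Diets did not overlap for 2594 probe sets (12.9%, chance 10%). The methods' t-test with a 1.5-fold change took 179, 105 higher and 74 lower, and 0 after adjustment (smallest adjusted p = 0.653, 1412 at unadjusted p under 0.05). The planned filter on mean signal gave 8 probe sets by limma in place of 20 (7 higher, 1 lower). No filter gave 4 (0 higher, 4 lower) and none of the genes above. A weaker filter gave 9 higher and 10 lower. It ended the calls of Gbp7, Irgm1, Ifi47, H2-K1, Fam216b and Ptgs2 (adjusted p from 0.0536 to 0.0590). Quantile normalization gave 15 and ended those of Irgm1, Ifi47 and Ptgs2. The 12 arrays in one fit ended those of Gbp2 (adjusted p = 0.152), Phlda1 (adjusted p = 0.195), Ifi47 and Ptgs2. A robust trend ended those of Igtp (adjusted p = 0.108), Irgm2, Gbp7, Irgm1 and Ifi47. With no trend none of the genes above passed. Without 0 Se lung replicate 2 or 0.1 Se lung replicate 2 limma called 0 probe sets, without 0 Se lung replicate 3 it called 4, and without 0.1 Se lung replicate 1 it called 75 (28 higher, 47 lower). Without 0.1 Se lung replicate 3 it called 20, all higher, and the calls of Ifi47 (1.45), Fam216b (-1.23), Ptgs2 (-0.75) and Phlda1 (-0.68) ended, as did that of Fam216b without 0 Se lung replicate 1 (-1.19).

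Selenoprotein mRNA of lung did not pass limma's test as single genes. Selenow differed by 1.04 ± 0.17 (adjusted p = 0.0777) on a probe set ending in _x_at and by 0.59 on its other probe set. Over the alternatives its adjusted p ran from 0.0168 to 0.403. Selenow passed without 0 Se lung replicate 3 (1.26) or 0.1 Se lung replicate 1 (1.14), with array weights (1.21) and with the replicate number as a block. The values were 0.58 ± 0.13 for Selenoh (adjusted p = 0.218), 0.32 ± 0.12 for Gpx1 (adjusted p = 0.536) and 0.12 ± 0.10 for Selenok (adjusted p = 0.847). They were -0.03 ± 0.18 for Selenop and -0.14 ± 0.19 for Txnrd2 (3 arrays in 0 Se and 2 in 0.1 Se). They were -0.48 ± 0.10 for Sephs2 (adjusted p = 0.204), -0.31 ± 0.10 for Txnrd1 (adjusted p = 0.439) and -0.28 ± 0.10 for Gpx4 (adjusted p = 0.538). Other probe sets gave -0.38 and -0.27 for Sephs2 and -0.16 for Gpx4. Over 21 selenoproteins the median was -0.05 and the mean 0.04, the test pointed up, and the list did not pass (camera adjusted p = 0.627; exact p = 0.3 over array means). Adjusted over the list alone, Selenow and Selenoh rose, Sephs2 and Txnrd1 fell and 17 did not pass, against 0 over all genes. The 6 selenium-responsive selenoproteins passed with a median of 0.22 (camera adjusted p = 0.00159, adjusted p = 0.163 with an estimated correlation). Of these 3 rose over the list alone and 0 over all genes, and the median was 0.38 without 0.1 Se lung replicate 1.

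The interferon-γ-inducible GTPases formed the group with the largest rise in lung among the lists not picked from these arrays by the study, though several members had been named by it. Their median was 1.46 over 10 genes (camera adjusted p = 6.52e-27, adjusted p = 0.137 with an estimated correlation). Each of the 10 rose over the list alone, 6 over all genes, and Gbp8 had the largest value (1.92). Other interferon-γ targets had a median of 0.42 over 20 genes (camera adjusted p = 8.45e-18, adjusted p = 0.149 with an estimated correlation). Of these 12 rose over the list alone and 1 over all genes, among them Cd274, the MHC transactivator Nlrc5 (1.00 ± 0.16), the immunoproteasome gene Psmb9 (0.79 ± 0.14) and the peptide transporter Tap1 (0.95 ± 0.18). Targets of type I interferon had a median of 0.33 over 21 genes (camera adjusted p = 6.94e-11, adjusted p = 0.163 with an estimated correlation), with 8 rising over the list alone and 0 over all genes, such as Herc6 (0.73 ± 0.14), Ifit3 (0.53 ± 0.12) and Oasl2 (0.65 ± 0.17).

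Markers of some leukocytes were higher in 0.1 Se lung. NK and cytotoxic cell markers had a median of 0.77 over 10 genes (camera adjusted p = 1.64e-11, adjusted p = 0.163 with an estimated correlation). Of these 9 rose over the list alone and 0 over all genes, among them the granzymes Gzma (1.06 ± 0.20) and Gzmb (1.16 ± 0.27), the transcription factor Tbx21 (0.74 ± 0.21) and the granule gene Nkg7 (0.83 ± 0.24). Neutrophil markers had a median of 0.95 over 8 genes (camera adjusted p = 0.00138, adjusted p = 0.382 with an estimated correlation), and S100a9 (1.70 ± 0.49), S100a8 (1.64 ± 0.54) and Csf3r (1.08 ± 0.33) rose over the list alone, against 0 over all genes. Without 0.1 Se lung replicate 1 the neutrophil median was 0.50. T cell markers did not pass, with a median of 0.19 over 9 genes (camera adjusted p = 0.184), nor did B cell markers, with a median of -0.17 over 12 genes (camera adjusted p = 0.243).

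Markers of airway epithelium were lower in 0.1 Se lung. The median of ciliated cell markers was -0.64 over 31 genes, and 31 of the 31 lay below 0 (camera adjusted p = 4.59e-20, adjusted p = 0.203 with an estimated correlation). Adjusted over the list alone 15 fell, among them Fam216b, the axonemal genes Ccdc40 (-0.84 ± 0.18) and Dnali1 (-0.92 ± 0.21) and the anchoring protein gene Akap14 (-0.95 ± 0.16), against 1 over all genes. Without the 5 genes the study had named, 26 genes had a median of -0.62 (camera adjusted p = 7.2e-14). The median of the 31 genes was -0.36 without 0.1 Se lung replicate 2. Club and secretory cell markers had a median of -0.42 over 12 genes, and 12 of 12 lay below 0 (camera adjusted p = 4.12e-08, adjusted p = 0.137 with an estimated correlation). Of these 7 fell over the list alone and 0 over all genes, among them Chad (-1.10 ± 0.20), Pon1 (-0.47 ± 0.12), Aldh1a7 (-0.32 ± 0.10) and the secretoglobin gene Scgb3a1 (-3.06 ± 0.99). For the GTPases, the NK markers and both airway lists the array means did not overlap between the diets (exact p = 0.1 each, the smallest possible), but they did for the neutrophil markers (exact p = 0.3) and the immediate early genes described next (exact p = 0.2).

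Immediate early genes, which cells switch on within minutes of a stimulus, were lower in 0.1 Se lung, with a median of -0.38 over 26 genes (camera adjusted p = 2.09e-07, adjusted p = 0.265 with an estimated correlation). Adjusted over the list alone 8 fell, among them Ptgs2, Nr4a2 (-0.93 ± 0.16), Nr4a1 (-1.05 ± 0.27) and Egr1 (-1.11 ± 0.29), against 1 over all genes. In liver the list did not pass (median 0.11 over 16 genes, camera adjusted p = 0.236). In all, 29 of 44 lists passed in lung, 17 higher and 12 lower, and 0 passed camera with an estimated correlation (smallest adjusted p = 0.137, 13 at an unadjusted p under 0.05), while fry called 7. Those 7 were the GTPase, MHC class I, club cell and cholangiocyte lists and lists chosen by the study (fry adjusted p = 0.0408 each). The study's own rising lung genes had a median of 1.32, with 14 of 14 rising over the list alone and 7 over all genes (camera adjusted p = 1.09e-33, adjusted p = 0.137 with an estimated correlation). Its falling lung genes had a median of -0.93, with 11 of 14 falling over the list alone and 2 over all genes (camera adjusted p = 8.45e-18, adjusted p = 0.137 with an estimated correlation). Both were chosen on these arrays and are not independent evidence.

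**Figure D3:**
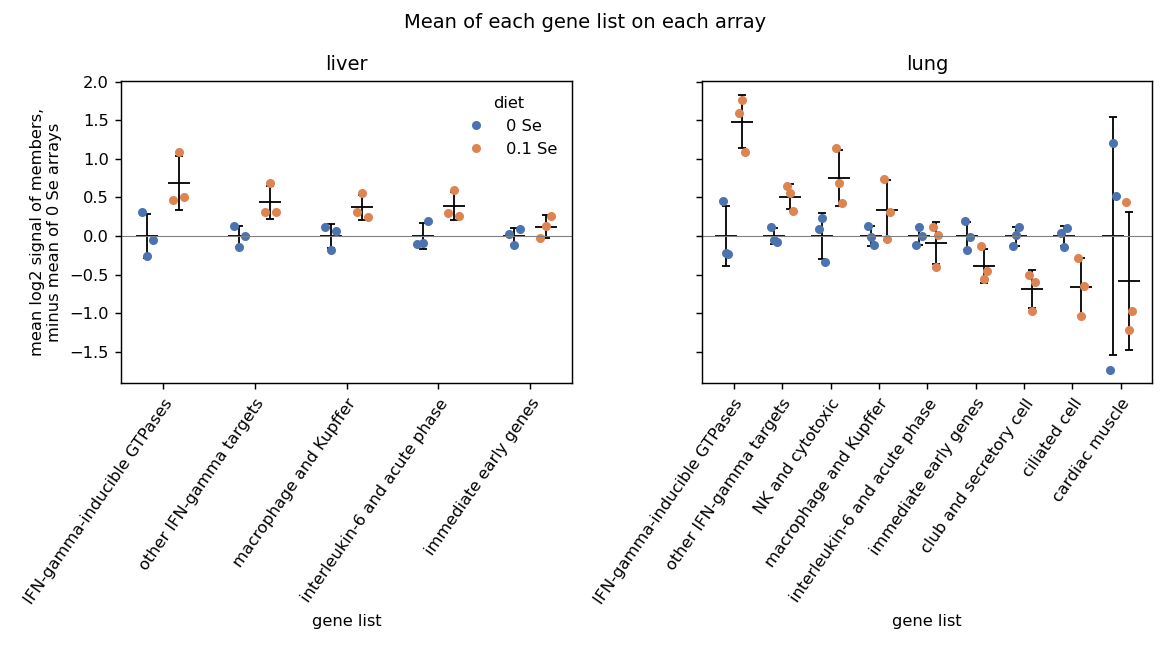
Mean log2 value of the members of each gene list per array, relative to the mean of the 0 Se arrays. Dashes are group means and bars the SD.

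Fold changes in liver and lung were weakly correlated. Over 7676 genes tested in both tissues the log2 fold changes had a Pearson correlation of 0.175 and a Spearman correlation of 0.079. With blanks at the lowest value the Pearson correlation was 0.160, and of the 400 ways to assign the diets within each tissue 2 gave one as high (exact one-sided permutation p = 0.005, highest other 0.148). If arrays of the same diet and number came from the same mouse, there are 20 ways, of which 2 gave one as high (exact p = 0.1, the smallest possible, highest other 0.112). Without the interferon and MHC lists the correlation was 0.129 over 7621 genes. An unadjusted p under 0.05 in both tissues was found for 79 genes, where independence would give 33.9, and 66 of the 79 went the same way, 56 higher and 10 lower in 0.1 Se. Zbtb16 (1.67 in liver and 1.63 in lung), Gbp8 (1.21 and 1.92), the glucocorticoid-induced chaperone gene Fkbp5 (0.66 and 0.89), the phagocyte oxidase gene Cybb (0.69 and 0.86) and Aif1 (1.04 and 0.60) were among them. The labels do not state whether a liver and a lung came from the same mouse. The study describes the liver and lung arrays together as taken from 3 mice per diet, so mice may have been shared. The p of 0.005 holds only if the arrays of the 2 tissues are independent.

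The tests of the difference between tissues named groups and, in the chosen fit, no single gene. Interferon-γ-inducible GTPases were raised more in lung (median of lung minus liver 0.71, camera adjusted p = 6.09e-07, adjusted p = 0.236 with an estimated correlation). Changes were lower in lung than in liver for acute phase genes (-0.35, camera adjusted p = 1.86e-07), immediate early genes (-0.42, camera adjusted p = 2.91e-05) and the selenium-responsive selenoproteins (-0.38, camera adjusted p = 0.00857). With an estimated correlation each of these 3 had an adjusted p of 0.203, and quantile normalization ended the last call. Lipogenesis genes differed too (-0.26, camera adjusted p = 0.00124, adjusted p = 0.236 with an estimated correlation). The selenoprotein list (-0.23) and the club cell list (-0.48) passed also with an estimated correlation (adjusted p = 0.0486 and 0.0333). In all 17 of 48 lists passed, 5 higher and 12 lower in lung, and 10 when lists held only genes tested in both tissues, an alternative chosen after the data were seen. Ciliated and club cell markers had too few values in liver, so their difference follows their change in lung. Other lists also held genes measured in 1 tissue alone. Of 31 acute phase genes 17 were measured in lung, and of 26 immediate early genes 16 were measured in liver. For the remaining members the difference largely follows the change in 1 tissue.

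No probe set of 16623 passed limma's interaction test (0, with 1032 or 6.21% at unadjusted p under 0.05 and a smallest adjusted p of 0.143), while no filter gave 44, a weaker filter 36 and the planned filter 11. The smallest p-values belonged to Iigp1 (0.24 in liver and 1.72 in lung, difference 1.48 ± 0.22), the dynactin gene Actr1a (-0.79 and 0.03, difference 0.83 ± 0.14), the flavin monooxygenase gene Fmo2 (1.47 and 0.30, difference -1.18 ± 0.19), the lubricin gene Prg4 (0.50 and -1.33, difference -1.83 ± 0.30), the phosphatase gene Ptpn12 (-0.31 and 0.21, difference 0.53 ± 0.11) and the kinase gene Map3k4 (0.95 and -0.13, difference -1.07 ± 0.22). Actr1a passed with no filter (adjusted p = 0.0175), the weaker filter and the planned filter, Ptpn12 with no filter (adjusted p = 0.0187) and the weaker filter, and Iigp1 under quantile normalization (1.76, adjusted p = 0.0311), each with adjusted p above 0.3 under some other alternative. Over the alternatives the difference ranged from -2.12 to -0.79 for Prg4 (adjusted p from 0.0513 to 0.855) and from -1.35 to -0.69 for Fmo2 (adjusted p from 0.131 to 0.854). Prg4 gave a value under 22 settings and Fmo2 under 24, against 25 for Iigp1, Actr1a, Ptpn12 and Map3k4. The 16623 probe sets exceed the 16575 tested in liver, so some had too few values for the test within liver. Without 0 Se lung replicate 1 the count was 3, among them Iigp1 (1.67), and without 0.1 Se liver replicate 2 it was 1.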

Values the study reported

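The study measured 0.0238 and 0.128 ppm selenium in its 0 Se and 0.1 Se diets. It reported 0.1065 ± 0.0143 and 1.0830 ± 0.0240 µg of selenium per g of liver, and 0.1096 ± 0.0129 and 0.3163 ± 0.0149 µg per g of lung. Plasma held 0.0559 ± 0.0090 and 0.3510 ± 0.0078 µg per mL. On the arrays the study gave fold changes of 3.455 for Sepw1 and 2.164 for Igtp in liver, and of 3.311 for Igtp, 3.290 for Iigp1 and -2.268 for Fam216b in lung. It found serum interferon-γ more than 3-fold higher in 0.1 Se mice (p = 0.06).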

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

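The test of airway share, that of the change per gene under quantile normalization and the SEs set against each bound were chosen only after the result was seen. The bounds and the other tests of this part were fixed beforehand.

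Ciliated and club cell markers were lower in 0.1 Se lung. RNA quality as the whole cause is argued against by a fit that held the log2 Actb 3′ to 5′ ratio of each array. That log2 ratio was 1.42 in 0 Se and 1.22 in 0.1 Se lung (exact p = 0.4). In this fit the ciliated median was -0.82 (SE 0.065), with a camera p of 1.56e-22 at the preset correlation. Without the ratio in the fit, the list had a camera adjusted p of 0.203 with an estimated correlation. A smaller share of airway in the lung pieces stays open: it needs both cell types to be lower, and the values that show this (100% of the ciliated markers below 0, a club cell median of -0.42) are the pattern itself and decide nothing. A single array stays open too, since the ciliated median was -0.36 (SE 0.07) without 0.1 Se lung replicate 2, close to the bound of -0.3 set beforehand. An effect of selenium on these cells also stays open and was not tested apart from sampling.

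Interferon-γ-inducible GTPases were higher in 0.1 Se lung. The scaling of the arrays is argued against, since their median was 1.46 under quantile normalization (which moved the median gene by 0.0095), and so is a single array, since the lowest median was 1.33 (without 0.1 Se lung replicate 2). RNA of infiltrating leukocytes cannot be told apart from a response of the resident cells. The median of 12 leukocyte genes was 0.26 (SE 0.06), well under the GTPase median but above 0, between the bounds set beforehand. Those with the highest mean array signal gave 0.06 (Srgn), 0.57 (Ptprc) and 0.21 (Cd52). NK (0.77) and neutrophil (0.95) markers rose, while T cell markers (0.19) did not pass. A response of lung to interferon-γ under 0.1 Se is therefore a hypothesis that these data leave open.

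Acute phase genes were higher in 0.1 Se liver, with a median of 0.23 (SE 0.10). The list did not pass camera with an estimated correlation (adjusted p = 0.184). The scaling of the arrays as the whole cause is argued against: under quantile normalization the median was 0.219 (camera adjusted p = 1.92e-09), above the bound of 0.15, and the genes of the list moved by -0.0016 (SE 0.0097), while the median gene moved by 0.0105 and others by up to 0.17. This correction was small, and the result holds against the SE of the change and not against the SE of 0.10 between genes. A single array cannot be told apart from an effect of selenium, since without 0 Se liver replicate 1 the median was 0.156, within 0.10 of that bound.

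Each real division of the arrays by diet gave the largest count, 1 of the 10 splits of 6 arrays, and 10 splits are too few for a share under 0.05. For liver the real count and the highest of the other splits were 2 and 0 probe sets by limma, 136 and 135 by the methods' t-test, and 19 and 17 gene lists. For lung they were 20 and 13 probe sets by limma, 179 and 89 by the methods' t-test, and 29 and 18 gene lists. For the lists of the interaction, 31 of 100 splits gave at least the real 17 (highest other 28), so chance cannot be excluded for that count. The real count of interaction probe sets was 0, which 100 of 100 splits must reach (highest other 10), so the splits say nothing of it.

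The change with diet differed between the tissues, by the interaction test, for the following lists measured in both (median of lung minus liver). The values were 0.71 for the interferon-γ-inducible GTPases, -0.35 for acute phase genes, -0.42 for immediate early genes, -0.26 for lipogenesis, -0.23 for selenoproteins and -0.38 for the selenium-responsive selenoproteins. Not each member was measured in both tissues: 17 of 31 acute phase genes were measured in lung and 16 of 26 immediate early genes in liver. With an estimated correlation the adjusted p was 0.236 for the GTPases and lipogenesis, 0.203 for the acute phase, immediate early and selenium-responsive lists and 0.0486 for selenoproteins. For oxidative phosphorylation the value was -0.13 (adjusted p = 0.583 with an estimated correlation), a call that ended without 0 Se liver replicate 1 (-0.09), 0.1 Se liver replicate 1 (-0.11) or 0 Se lung replicate 2 (-0.09). For lists chosen by the study on these arrays the values were 0.82 for its rising lung genes (adjusted p = 0.203 with an estimated correlation), and -0.69 for its rising and 0.28 for its falling liver genes (adjusted p = 0.0351 each with an estimated correlation). Txnrd1 moved in opposite directions on the arrays of the 2 tissues, by 0.37 in liver and -0.31 in lung (difference -0.68 ± 0.16, limma adjusted p = 0.484). Groups of 3 arrays are too small for a test of single outlying arrays.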

How the results depend on the processing

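The alternatives on blanks, the planned filter on mean signal, probe sets with a value on each array and, for the interaction lists, genes tested in both tissues, and diets assigned once per mouse were chosen only after the data were seen. The counts of single probe sets depended on the filter, the variance model and single arrays, the lists depended on how the correlation between genes was treated, and the cause of these shifts was not tested.

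In liver, 2 probe sets passed limma. The count was 8 with no filter, 8 with a weaker filter on low mean signal (neither of the 2 among them), 0 with no trend, 0 with the replicate number as a block, 13 with the 12 arrays in one fit, 9 under the planned filter, 1 with values on all arrays, 0 with blanks at the lowest value and 0 by the methods' t-test after adjustment. Leaving out an array gave 0 (without 0 Se liver replicate 1 or 3) to 9 (without 0.1 Se liver replicate 1). The methods' t-test took 136 probe sets, 985 by p alone, and 90 (without 0 Se liver replicate 2) to 196 (without 0.1 Se liver replicate 1).

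In lung, 20 probe sets passed limma. The count was 4 with no filter, 0 with no trend, 13 with a robust trend, 54 with array weights, 56 with the replicate number as a block, 8 under the planned filter, 8 with blanks at the lowest value and 0 by the methods' t-test after adjustment. It ranged from 0 (without replicate 2 of 0 Se or of 0.1 Se lung) to 75 (without 0.1 Se lung replicate 1). The methods' t-test took 179, 100 under the planned filter, 1412 by p alone, and 145 to 246 without single arrays. Between diets the replicate numbers did not pair the arrays: deviations from the group mean correlated at -0.19 to -0.01 in liver and -0.15 to 0.05 in lung for the same number, and at -0.15 to 0.17 and -0.17 to 0.18 for other numbers. Between liver and lung they correlated in 0 Se at 0.064 to 0.110 for the same number and -0.094 to -0.013 for others, and in 0.1 Se at -0.039 to 0.023 and -0.029 to 0.041. The 0 Se values leave shared mice possible, and with diet and number as the mouse (consensus correlation 0.026) the interaction gave 0 probe sets. The interaction gave 0 probe sets, 44 with no filter, 36 with the weaker filter, 2 under quantile normalization, 11 under the planned filter, 10 with blanks at the lowest value, 0 with the block, and 0 (for example without 0 Se liver replicate 1) to 3 (without 0 Se lung replicate 1).

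Of the lists, 19 passed in liver, 29 in lung and 17 in the interaction. With an estimated correlation 2, 0 and 5 passed, and by fry 5, 7 and 7. For the interaction 10 passed without the genes named by the study and 10 with genes tested in both tissues. Without single arrays the counts were 16 to 21, 22 to 30 and 16 to 21. The correlation between tissues, 0.16 with blanks at the lowest value, stayed between 0.110 and 0.177 without single arrays. With diet and number as the mouse, 2 of 20 arrangements gave 0.16 or more (exact p = 0.1, the smallest possible).

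Some small values turned. Txnrd2 in liver was 0.15 without 0 Se replicate 3, 0.14 without 0.1 Se replicate 3 and -0.24 without 0.1 Se replicate 1. Selenok in lung was -0.018 on its other probe set. Without single arrays it kept its sign, from 0.023 (without 0.1 Se replicate 1) to 0.18 (without 0.1 Se replicate 2). Txnrd2 in lung kept its sign too, from -0.21 (without 0 Se replicate 2) to -0.035 (without 0 Se replicate 3). Selenop in lung was 0.033 under quantile normalization, 0.0204 with array weights, 0.025 without 0 Se replicate 3, 0.17 without 0.1 Se replicate 1 and -0.20 without 0.1 Se replicate 2. The hepatocyte median in liver was -0.0055 under quantile normalization. In lung the median of glucocorticoid and fasting genes ranged from -0.0027 (without 0 Se replicate 1) to 0.39 (without 0 Se replicate 3), and that of heart muscle markers from -1.50 (without 0 Se replicate 1) to 0.061 (without 0 Se replicate 2).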

Other observations

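Further groups moved in liver. The unfolded protein response, by which cells meet a load of unfolded secretory proteins, had a median of 0.18 over 19 genes (camera adjusted p = 5.17e-05, adjusted p = 0.329 with an estimated correlation), and 0 of them passed over the list alone. Its median was 0.12 without 0 Se liver replicate 2, 0.31 without 0 Se liver replicate 3 and 0.30 without 0.1 Se liver replicate 1. MHC class II genes had a median of 0.62 over 5 genes (camera adjusted p = 1.53e-04, adjusted p = 0.184 with an estimated correlation), and H2-Aa (0.98), H2-Ab1 (0.71) and H2-DMa (0.62) rose over the list alone. Targets of type I interferon had a median of 0.26 over 19 genes (camera adjusted p = 1.54e-04, adjusted p = 0.374 with an estimated correlation), or 0.16 without 0 Se liver replicate 2, and 0 passed over the list alone. In lipogenesis the median was 0.14 over 17 genes (camera adjusted p = 8.04e-04, adjusted p = 0.25 with an estimated correlation), with 1 rising over the list alone, Acacb, the mitochondrial acetyl-CoA carboxylase (1.03 ± 0.17). That median was 0.24 without 0.1 Se liver replicate 1 and 0.057 without 0.1 Se liver replicate 3. None of these single genes passed over all genes. Array means overlapped between the diets for the unfolded protein response (exact p = 0.2), type I interferon targets (exact p = 0.5) and lipogenesis (exact p = 0.3).

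Genes induced by glucocorticoids and fasting had a median of 0.15 over 20 genes in liver (camera adjusted p = 3.02e-04, adjusted p = 0.399 with an estimated correlation), and 3 rose over the list alone, with Zbtb16 (1.67), Lpin1 (0.89), Lpin2 (0.74) and Fkbp5 (0.66) at the smallest p. That call ended without 0.1 Se liver replicate 1 (median 0.071), and the median was 0.25 without 0 Se liver replicate 3 or 0.1 Se liver replicate 3. Genes higher in female liver had a median of 0.34 over 8 genes (camera adjusted p = 0.0117, adjusted p = 0.390 with an estimated correlation), and those higher in male liver -0.11 over 12 genes (camera adjusted p = 0.0128, adjusted p = 0.184 with an estimated correlation). Cyp2b10 (1.21) of the first list rose and Ugt2b38 (-0.54) and Cyp7b1 (-0.35) of the second fell over the list alone. The call of the first ended without 0 Se liver replicate 1 (0.22), 0.1 Se liver replicate 1 (0.21) or the gene named by the study (0.34, adjusted p = 0.134), and that of the second without 0 Se liver replicate 3 (-0.06) or 0.1 Se liver replicate 1 (-0.04). Csad, which makes the taurine precursor hypotaurine, had -0.94 ± 0.20 in a list of sulfur amino acid metabolism that did not pass (median -0.06 over 16 genes, camera adjusted p = 0.0545).

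In lung, macrophage markers had a median of 0.26 over 15 genes (camera adjusted p = 1.86e-05, adjusted p = 0.341 with an estimated correlation), with 1 rising over the list alone, Tlr13 (1.07). Array means overlapped (exact p = 0.3), and the median was 0.08 without 0.1 Se lung replicate 1 and 0.47 without 0.1 Se lung replicate 2. Monocyte and dendritic cell markers had a median of 0.23 over 14 genes (camera adjusted p = 3.96e-04, adjusted p = 0.163 with an estimated correlation), and over the list alone 4 rose, among them Ccr2 (0.95) and Spn (0.72), and 1 fell, Nr4a1 (-1.05). MHC class II genes had a median of 0.29 over 8 genes, of which 5 rose over the list alone (camera adjusted p = 2.48e-04, adjusted p = 0.225 with an estimated correlation). MHC class I genes had a median of 0.17 over 8 genes (camera adjusted p = 6.38e-04, adjusted p = 0.137 with an estimated correlation), or 0.28 without 0.1 Se lung replicate 1, and H2-M3 (0.72) and Tapbpl (0.45) rose over the list alone. The unfolded protein response had a median of 0.15 over 20 genes (camera adjusted p = 5.43e-05, adjusted p = 0.341 with an estimated correlation), or 0.10 without 0 Se lung replicate 1 and 0.07 without 0.1 Se lung replicate 2, and Sdf2l1 (0.68) rose over the list alone. Erythroid markers had a median of 0.21 over 6 genes (camera adjusted p = 0.00147, adjusted p = 0.163 with an estimated correlation), or 0.11 without 0 Se lung replicate 2 and 0.34 without 0 Se lung replicate 3, and Alas2 (0.65), Fech (0.46) and Bpgm (0.25) rose over the list alone.

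Some other structural cell markers of lung lay lower in 0.1 Se. The medians were -0.18 for 12 alveolar type 2 genes (camera adjusted p = 0.00925, adjusted p = 0.203 with an estimated correlation) and -0.21 for 5 cholangiocyte genes, which epithelia share (camera adjusted p = 0.0108, adjusted p = 0.163 with an estimated correlation). The first was -0.09 without 0.1 Se lung replicate 1. Smooth muscle markers had a median of -0.25 over 11 genes (camera adjusted p = 0.00699, adjusted p = 0.386 with an estimated correlation) and fibroblast markers -0.20 over 13 genes (camera adjusted p = 0.0147, adjusted p = 0.163 with an estimated correlation). Both calls ended without 0 Se lung replicate 2 (-0.22 and -0.11) or 0.1 Se lung replicate 2 (-0.14 and -0.07), and the first also without 0.1 Se lung replicate 3 (-0.14). Alveolar type 1 markers did not pass (median -0.02 over 11 genes, camera adjusted p = 0.818), nor did endothelial markers (median -0.04 and mean 0.03 over 12 genes, camera adjusted p = 0.373). Heart muscle markers had a median of -0.56 over 15 genes (camera adjusted p = 0.0312, adjusted p = 0.649 with an estimated correlation), with an SD of 1.54 between the 0 Se arrays, and Myoz2 (-1.54) fell over the list alone. The call ended without 0 Se lung replicate 2 (0.061) or 3 (-0.28) and without 0.1 Se lung replicate 2 (-0.25) or 3 (-0.33), and the median was -1.50 without 0 Se lung replicate 1 and -1.07 without 0.1 Se lung replicate 1. Adipocyte markers gave -0.84 over 5 genes and did not pass (camera adjusted p = 0.103).

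The study's rising genes of each tissue also passed in the other, with a median of 0.63 over 11 of its rising lung genes in liver (camera adjusted p = 3.51e-11, adjusted p = 0.184 with an estimated correlation) and of 0.29 over 13 of its rising liver genes in lung (camera adjusted p = 1.24e-06, adjusted p = 0.137 with an estimated correlation). The first median was 0.39 without 0.1 Se liver replicate 2 and 0.76 without 0.1 Se liver replicate 1. The second was 0.20 without 0.1 Se lung replicate 2 and 0.55 without 0 Se lung replicate 3. The other lists past the test had medians within 0.2 of 0 and lost their calls without single arrays. In liver these were hepatocyte markers (median 0.10, camera adjusted p = 0.0386, adjusted p = 0.601 with an estimated correlation), with calls lost without 0 Se replicate 1 (0.02) or 2 (0.04) and 0.1 Se replicate 1 (0.08) or 3 (0.07), and 0.18 without 0 Se replicate 3. Next came cell cycle genes of liver (0.13, camera adjusted p = 0.0479, adjusted p = 0.405 with an estimated correlation), lost without 0 Se replicate 2 (0.13) or 3 (0.13) and 0.1 Se replicate 2 (0.06) and when the genes named by the study were left out of the lists (adjusted p = 0.0569), and 0.21, 0.28 and 0.25 without 0 Se replicate 1, 0.1 Se replicate 1 and 0.1 Se replicate 3. In lung, NRF2 targets had a median of -0.14 (camera adjusted p = 0.0115, adjusted p = 0.386 with an estimated correlation), lost without 0 Se replicate 1 (-0.12) or 0.1 Se replicate 2 (-0.08). Cell cycle genes had 0.11 (camera adjusted p = 0.0147, adjusted p = 0.521 with an estimated correlation), lost without 0 Se replicate 3 (0.05) or 0.1 Se replicate 1 (0.10), and 0.19 without replicate 2 of either diet. Oxidative phosphorylation had -0.08 (camera adjusted p = 0.0176, adjusted p = 0.521 with an estimated correlation), lost without replicate 2 of 0 Se (-0.02) or 0.1 Se (-0.06). Lipogenesis had -0.10 (camera adjusted p = 0.0362, adjusted p = 0.382 with an estimated correlation), lost without 0 Se replicate 1 (-0.13) or 0.1 Se replicate 2 (-0.08), and -0.15 without 0 Se replicate 2 or 3 and -0.18 without 0.1 Se replicate 3. Glucocorticoid and fasting genes had 0.18 (camera adjusted p = 0.0198, adjusted p = 0.539 with an estimated correlation), with Zbtb16 (1.63) and Fkbp5 (0.89) rising over the list alone, and lost their call without 0 Se replicate 1 (-0.0027) or 2 (0.14) and 0.1 Se replicate 1 (0.08) or 2 (0.14), with 0.39 without 0 Se replicate 3, and it ended too without the genes named by the study (0.12, adjusted p = 0.132). Circadian clock genes had 0.10 (camera adjusted p = 0.0470, adjusted p = 0.386 with an estimated correlation), lost without 0 Se replicate 1 (0.03) or 2 (0.06) and 0.1 Se replicate 1 (0.03) or 3 (0.05), with 0.20 without 0 Se replicate 3 and 0.19 without 0.1 Se replicate 2.

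Some probe sets were listed in 1 diet alone. In liver 42 were listed on each 0.1 Se array and no 0 Se array and 55 the other way, 97 in all, where other splits of the arrays gave up to 110. Among them was a Txnrd2 probe set besides those tested, listed in 0.1 Se liver alone at a mean of 9.12. In lung these numbers were 52 and 68, 120 in all, where other splits gave up to 99. Tissue markers matched the labels: Alb stood at 15.8 in liver, and Sftpc at 15.4 and Scgb1a1 at 15.8 in lung. The Y-linked genes Eif2s3y, Kdm5d and Uty were listed on the 12 arrays, but Xist was listed too, at low signal, on the 6 lung arrays (mean 7.58) and on 2 liver arrays (mean 7.02).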
